# miRNA profiling during antigen-dependent T cell activation: A role for miR-132-3p

**DOI:** 10.1038/s41598-017-03689-7

**Published:** 2017-06-14

**Authors:** Cristina Gutiérrez-Vázquez, Ana Rodríguez-Galán, Marcos Fernández-Alfara, María Mittelbrunn, Fátima Sánchez-Cabo, Dannys Jorge Martínez-Herrera, Marta Ramírez-Huesca, Alberto Pascual-Montano, Francisco Sánchez-Madrid

## Abstract

microRNAs (miRNAs) are tightly regulated during T lymphocyte activation to enable the establishment of precise immune responses. Here, we analyzed the changes of the miRNA profiles of T cells in response to activation by cognate interaction with dendritic cells. We also studied mRNA targets common to miRNAs regulated in T cell activation. *pik3r1* gene, which encodes the regulatory subunits of PI3K p50, p55 and p85, was identified as target of miRNAs upregulated after T cell activation. Using 3′UTR luciferase reporter-based and biochemical assays, we showed the inhibitory relationship between miR-132-3p upregulation and expression of the *pik3r1* gene. Our results indicate that specific miRNAs whose expression is modulated during T cell activation might regulate PI3K signaling in T cells.

## Introduction

T cells display specific miRNA profiles compared to other cell types of the immune system. These profiles show specific changes in response to activation by CD3 and CD28 antibody stimulation and T helper (Th) cell *in vitro* polarization^1–3^. Studies using mice deficient for genes involved in the miRNA biogenesis pathway, e.g. Dicer and Drosha, established the central role of miRNAs in the regulation of development and homeostasis of the immune system, and specifically Th cell differentiation^4–6^.

miR-132-3p has been mainly described in the nervous system, with only a few recent emerging examples in the immune system, e.g. regulation of hematopoietic stem cell function^7^. miR-132-3p facilitates viral infection both in innate immune cells^8^ and CD4 T cells^9^. Moreover, the miR-132/212 cluster has been described in the interphase between nervous and immune systems since it is related to resistance to experimental autoimmune encephalomyelitis (EAE). Hence, miR-132/212 cluster induces a cholinergic anti-inflammatory effect on EAE by targeting acetylcholinesterase upon aryl hydrocarbon receptor activation by its exogenous ligand TCDD^10–12^. Recently, the miR-132/212 cluster has been involved in B cell development when it is induced in response to B cell receptor and targets Sox4^13^. However none of these works studied the role of miR-132-3p in CD4 T cell activation.

Here we used a miRNA microarray approach to study the miRNA profile of T cells after their encounter with professional antigen-presenting cells (APC) bearing specific antigen. We then studied *in silico* the mRNAs predicted to be targeted by the combination of the miRNAs upregulated after T cell activation. We observed that the mRNA and protein levels of the *pik3r1* gene displayed a negative correlation with specific miRNAs upregulated during T cell activation. Finally we established the direct inhibition of *pik3r1* by miR-132-3p, one of the miRNAs upregulated after T cell activation.

## Results and Discussion

### miRNA profile of CD4+ T cells after cognate interactions with antigen-loaded dendritic cells

To analyze the miRNA profile of CD4 T cells after their encounter with an APC, we co-cultured freshly isolated CD4 T cells from OT-II transgenic mice with *in vitro* derived conventional dendritic cells (cDCs) in the presence or absence of chicken ovalbumin (OVA) 323–339 peptide. CD4 T cells from OT-II mice express a T cell receptor that is specific for OVA peptide in the context of I-A b. After 18 h of co-culture, CD69 and CD25 activation markers were upregulated in T cells after co-culture with cDCs in the presence of OVA but not in its absence (Supplementary Figure S1A). The effect was similar to the one observed using antigen-independent stimulation with antibodies against CD3 and CD28 (Supplementary Figure 1B). CD4+ T cells were subsequently sorted from the coculture by flow cytometry and their miRNA profile analyzed using Agilent microarrays. 

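The T cells were profiled on 8 one-colour arrays, 2 for each of 4 groups of samples: T cells kept for 18 h with cDCs or with pDCs, with or without the OVA peptide, at 8 T cells per DC. For the 4 arrays without OVA, all labels give the same DC subset. For the 4 arrays with OVA, the sample titles give one DC subset and the source names, descriptions and origins give the opposite one, and the labels do not settle which is right. The arrays with OVA are therefore named OVA group A (cDCs by title, pDCs by the other labels) and OVA group B (pDCs by title, cDCs by the other labels), and every comparison with cDCs is given for both. All labels give the same OVA status, so the comparison of the 4 arrays with OVA and the 4 arrays without it does not depend on the DC subset. T cells with cDCs and no OVA showed 181 and 182 of the 566 mouse miRNAs on the array, those with pDCs and no OVA 162 and 160, OVA group A 151 and 149, and OVA group B 146 and 171. The total signal was lowest on array 1 of OVA group B (44558) and highest on array 2 of the same group (149367). Within a group, the normalized values of the 196 miRNAs tested had a correlation of 0.986 in both groups without OVA, 0.943 in OVA group A and 0.910 in OVA group B, taken across miRNAs, which are not independent replicates. Signals were normalized by VSN on 113 invariant miRNAs, and the groups were compared by limma in 1 fit of all 8 arrays, with p-values adjusted by the Benjamini-Hochberg method. Nothing in the labels says that the 2 arrays of a group come from separate cultures, so the p-values measure only the spread between these samples. All arrays share 1 slide, on which the arrays without OVA fill one row and those with OVA the other, so that the place on the slide and OVA cannot be told apart. Within each row the groups fill separate columns, so the place on the slide also cannot be told apart from the group in comparisons within a row.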

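In T cells cultured with OVA, 30 of the 196 miRNAs tested were upregulated and 30 were downregulated compared to T cells cultured without OVA (4 arrays each, limma). The largest fitted increase was in miR-132-3p, a miRNA best known from neurons, whose log2 signal was 2.00 ± 0.25 without OVA and 5.40 ± 1.34 with it (mean ± SD, n = 4), and the difference was 3.40 (standard error 0.57, adjusted p = 0.0139 from limma). miR-155-5p, which lymphocytes need for normal immune responses, increased from 8.09 ± 0.42 to 11.26 ± 0.86, a difference of 3.17 (standard error 0.21, adjusted p = 0.00104 from limma). The order of these 2 is not settled, since they lie closer than the standard error of miR-132-3p. In the deposited values miR-155-5p was the larger against cDCs without OVA, at 3.75 and 2.48 in OVA groups A and B, with miR-132-3p at 2.87 and 1.79. Several of the upregulated miRNAs were detected on no array without OVA and on 3 of the 4 arrays with OVA. Their folds were 7.19 for miR-31-5p, 5.22 for miR-193a-3p, 5.19 for miR-17-5p and 3.86 for miR-210. Such a fold sets the mean of the group that shows a miRNA against the mean of the group that does not. In the latter, each array is taken at its own value or at the lowest detected value, whichever is higher. The fold is a bound, given as "at least", only where all arrays of the group that shows the miRNA detected it. Otherwise arrays without detection enter at their own values and the fold is not a bound, as for these miRNAs. miR-21a-5p, which gave one of the higher signals on these arrays, increased by 1.54 (standard error 0.25, adjusted p = 0.0139 from limma). Among the downregulated miRNAs, miR-322 had a difference of -1.52 (adjusted p = 0.0314), miR-467a of -1.44 (standard error 0.16, adjusted p = 0.00778), and miR-151-5p of -1.22 (adjusted p = 0.0139). miR-150-5p, which mature resting lymphocytes express at a high level, fell by 0.88 (standard error 0.24, adjusted p = 0.043), miR-26a-5p fell by 0.80 (standard error 0.16, adjusted p = 0.0186) and miR-467b-5p fell by 0.79 (standard error 0.23, adjusted p = 0.0491). All 4 arrays with OVA lay above all 4 without it for 30 miRNAs, 22 of them called, and below for 37 miRNAs, 29 of them called. Were the 8 arrays interchangeable, chance alone would give 2.86% of unchanged miRNAs in either direction together. The arrays of a group are alike, so that share is too low for these arrays and the counts cannot be set against it. Of the 115 miRNAs detected on all 8 arrays, 19 lay above and 30 below in this way. For the others, signals that were not detected enter the comparison.

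**Figure D1:**
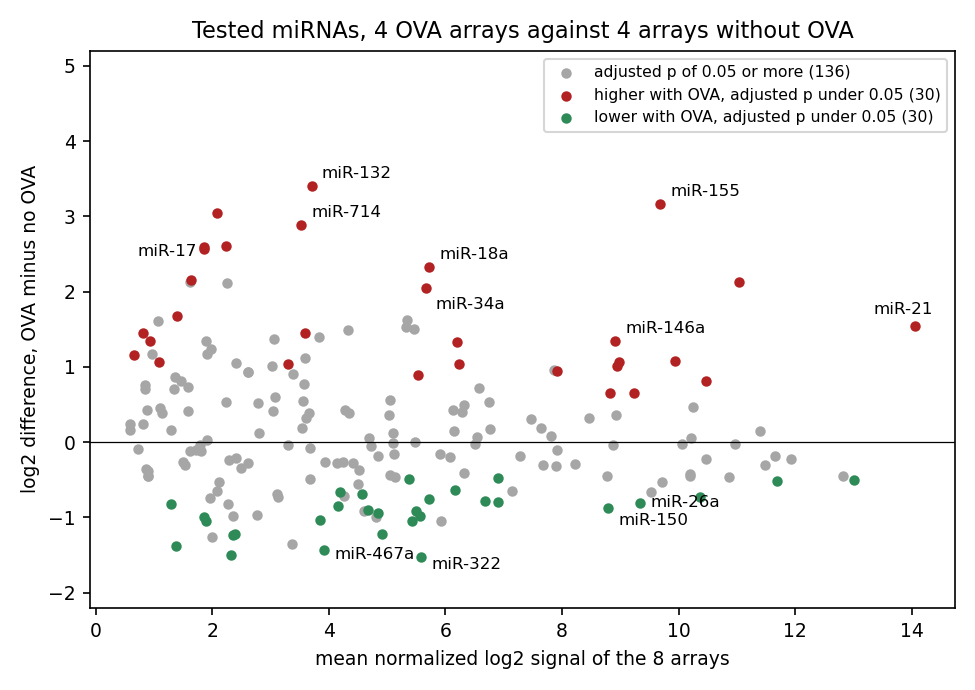
Each point is 1 of the 196 miRNAs tested, with its mean normalized log2 signal over the 8 arrays on the horizontal axis and the log2 difference between the 4 arrays with OVA and the 4 without on the vertical axis. Coloured points are the 30 miRNAs called higher and the 30 called lower, from 3.40 for miR-132-3p to -1.52 for miR-322.

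Against T cells cultured with cDCs without OVA, OVA group A had 27 miRNAs upregulated and 21 downregulated, and OVA group B had 1 upregulated (miR-155-5p) and 0 downregulated. In OVA group B, 46 miRNAs had an unadjusted p under 0.05 in limma. For 16 of the 48 calls of OVA group A, at least 1 of the groups compared had no detected signal. Among the 27, miR-466f-3p and miR-466g were detected in neither group, so their calls compare signals at the floor. Between OVA groups A and B, 1 miRNA was called, miR-17-5p (higher in OVA group A and detected on 1 of the 2 arrays of OVA group B, adjusted p = 0.0221 from limma), and 22 had an unadjusted p under 0.05. The counts depend on single arrays: the 60 miRNAs called with OVA became 7 or 9 without array 1 or 2 of cDCs without OVA and 6 or 7 without array 1 or 2 of pDCs without OVA. miR-155-5p, miR-17-5p, miR-34a-5p, miR-714 and miR-467a were called whichever array was left out. The call of miR-17-5p rests on signals at the floor on the arrays without OVA, and that of miR-714 on such signals with pDCs without OVA. The balance depends on the scaling and on the signal taken: with the 75th percentile of miRNAs detected on all arrays 26 were higher and 60 lower, with quantile normalization 20 and 39, with VSN on all detected miRNAs 21 and 43, with no normalization 6 and 31, with processed spot signals 17 and 57, with the deposited values 19 and 51, and with normexp, chosen after the data were seen, 2 and 15.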

We found 34 miRNAs differentially expressed in T cells activated by cDCs-OVA compared to those co-cultured in the absence of OVA (Fig. 1A). 

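The miR-17 to miR-92a cluster, which promotes lymphocyte proliferation and survival, had 7 of its 9 tested miRNAs upregulated with OVA and none downregulated. Among these were miR-18a-5p (log2 difference 2.32, adjusted p = 0.0168 from limma), miR-17-3p (1.33), miR-20a-5p (1.08) and miR-19b (0.82). miR-92a, of the same cluster, had a difference of 0.14 and was not called. In the related miR-106a to miR-363 cluster, 3 of 4 miRNAs rose: miR-20b (0.65, and -0.14 with no normalization) and, each detected on 1 of the 4 arrays without OVA, miR-106a-5p and miR-18b. None of the 3 tested miRNAs of the miR-106b to miR-25 cluster was called (miR-106b -0.45, adjusted p = 0.102). In the miR-15 and miR-16 family, which restrains the cell cycle, 3 of 5 fell, such as miR-322 and miR-195 (-0.67, adjusted p = 0.0235), and both miRNAs of the miR-26 family did. Of the miR-30 family, 2 of 5 fell (miR-30b -0.78 and miR-30a -0.69). Of the miR-181 family, which tunes T cell receptor sensitivity, 1 of 4 fell (miR-181c, -0.76). miR-23a (1.06) and miR-24 (0.65, and -0.14 with no normalization) rose among the 5 miRNAs of the miR-23, miR-27 and miR-24 clusters, whose mean was 0.68 and turned to -0.11 with no normalization. In the let-7 family of 9, let-7e rose (1.05, adjusted p = 0.0152) and let-7g fell (-0.51, adjusted p = 0.0373), and none of the 3 miRNAs of the miR-29 family was called. Of the cluster in an intron of Sfmbt2, 5 of 18 fell, with miR-467a, miR-466a-3p (-1.05) and miR-467b-5p among them. The list of miRNAs tied to lymphocyte activation, 9 of which Fig. 1A also draws and whose count is then not independent evidence, had 13 of 15 upregulated. Among them were miR-146a-5p (1.34, standard error 0.21, adjusted p = 0.0139) and miR-34a-5p (2.05, standard error 0.25, adjusted p = 0.00812). The list tied to resting lymphocytes had 4 of 12 downregulated and none upregulated, and Fig. 1A draws 6 of these 12. Adjusted over the list alone, the counts were 7 for the miR-17 to miR-92a cluster, 3 for miR-106a to miR-363, 4 for miR-15 and miR-16, 2 for miR-30, 1 for miR-181, 3 for miR-23, miR-27 and miR-24, 3 for the Sfmbt2 cluster, 1 each way for let-7, 13 for activation and 4 for resting lymphocytes.

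**Figure D2:**
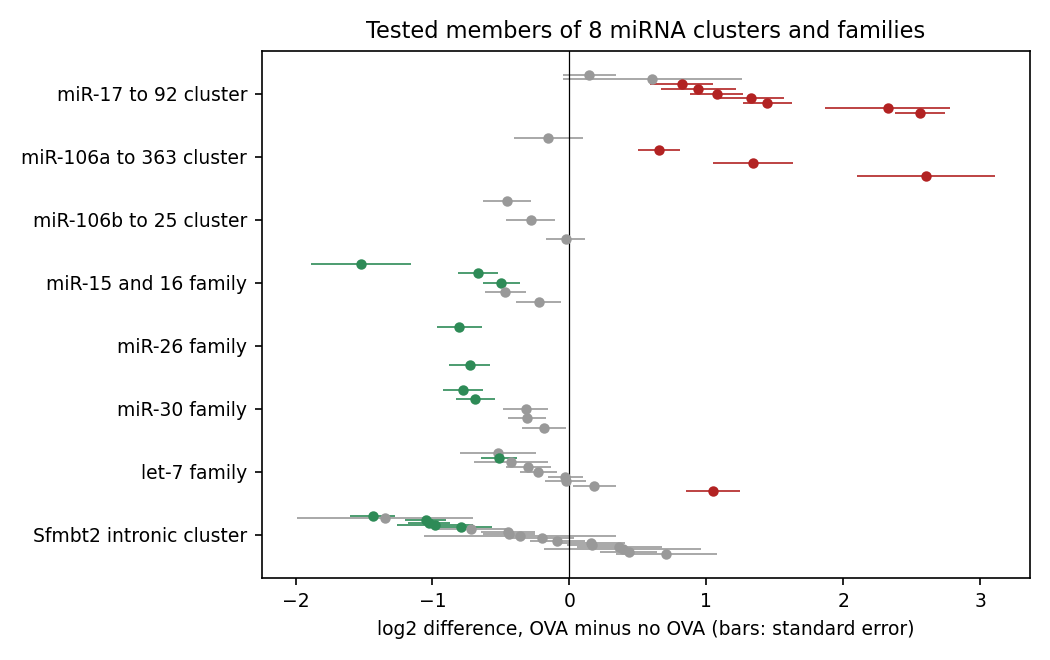
Log2 difference between the 4 arrays with OVA and the 4 without, with its standard error, for each tested miRNA of 8 clusters and families; red and green mark miRNAs called higher and lower, grey those not called. The miR-17 to miR-92a cluster runs up from 0.14, with its highest point, miR-17-5p, a fit to signals not detected without OVA, and the miR-26 family sits at -0.80 and -0.73.

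Tested as sets by camera with a preset correlation, the activation list (adjusted p = 3.84e-07) and the miR-17 to miR-92a cluster (adjusted p = 0.00141) were higher than the other miRNAs, and the resting list (adjusted p = 0.0108) and the miR-15 and miR-16 family (adjusted p = 0.0329) were lower. For each of these 4 sets the adjusted p = 0.399 with an estimated correlation, and no set was called that way. The paper's Table 2, from these same arrays, holds 10 of the 15 activation miRNAs and 4 of the 9 of the miR-17 to miR-92a cluster. Most of that cluster is also in the activation list, and the resting list shares miRNAs with several families. The set tests are therefore neither separate from each other nor independent of the paper's result. The Sfmbt2 cluster (adjusted p = 0.052), the miR-30 family (0.0508), the miR-23, miR-27 and miR-24 clusters (0.0508), the miR-106a to miR-363 cluster (0.103), the miR-181 family (0.19), the miR-106b to miR-25 cluster (0.343), let-7 (0.387) and the miR-29 family (0.936, with a mean of 0.02 and a test pointing down) were not called. Against cDCs without OVA, the miR-17 to miR-92a cluster had 7 miRNAs upregulated in OVA group A (camera adjusted p = 5.67e-05, adjusted p = 0.415 with an estimated correlation) and 0 in OVA group B (2 when adjusted over the list alone, camera adjusted p = 0.0695). For the activation list these counts were 13 and 1, with 8 in OVA group B when adjusted over the list alone. By camera against cDCs without OVA, the activation list was higher and the resting list lower in OVA group A (adjusted p = 3.20e-08 and 0.0339, both 0.415 with an estimated correlation) and in OVA group B (adjusted p = 1.69e-05 and 0.0374, both 0.513 with an estimated correlation). Camera also called, in OVA group A, the miR-106a to miR-363 cluster higher (adjusted p = 0.0371, adjusted p = 0.538 with an estimated correlation), the miR-30 family lower (adjusted p = 0.0394, then 0.461) and the miR-15 and miR-16 family lower (adjusted p = 0.0394, then 0.415). In OVA group B it called the miR-23, miR-27 and miR-24 clusters higher (adjusted p = 0.0471, adjusted p = 0.567 with an estimated correlation). Of the 4 myeloid and DC markers tested, 2 were upregulated (miR-125a-5p 1.04 and let-7e) and camera did not call the list (adjusted p = 0.103); miR-223, best known from myeloid cells, had a difference of 0.91 (adjusted p = 0.411).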

Our microarray data agree with previous studies on miRNA profile changes on T cells after activation with CD3 and CD28 antibodies assessed by different techniques, from Northern blot to microarrays^3, 14–16^. Our study adds information regarding the modulation of the T cell miRNA profile using a more physiological trigger, i.e. antigen-loaded professional APC. This is likely to better represent an *in vivo* scenario of T cell activation.

**Figure 1:**
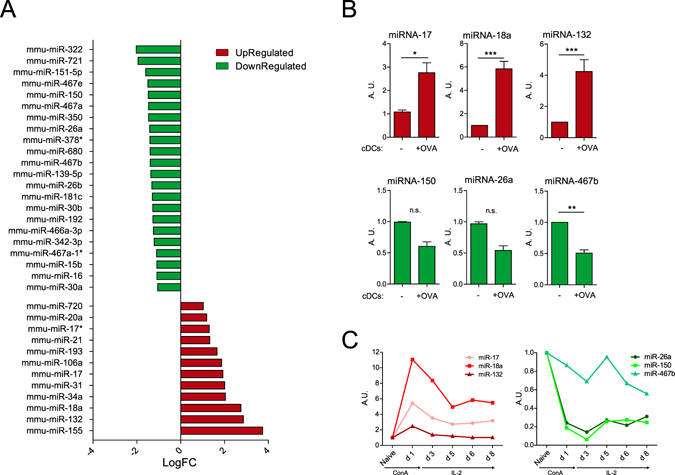
microRNA profile of CD4 T cells activated by cognate interaction with cDCs. CD4 T cells from OT-II mice were cocultured with cDCs in the presence or absence of OVA peptide for 18 h and their miRNA analyzed by miRNA microarray. **(A)** Comparison of miRNAs expression on T cells after stimulation by cDCs loaded or not with OVA peptide. **(B)** Selected miR-17-5p, miR-18a-5p, miR-132-3p, miR-26a-5p, miR-150-5p and miR-467b-5p miRNAs were validated by RT-qPCR. miRNAs that were detected by microarrays to be upregulated or downregulated are depicted in red and green respectively. (n = 8) **(C)** miRNA levels were assessed by RT-qPCR in freshly isolated mouse naive CD4 T cells in different time points of activation with ConA followed by IL-2. (Plots are representative of two independent experiments). RNU1A1 and RNU5G were used as endogenous controls and data are presented in arbitrary units (A.U.). ***P < 0.001; **P < 0.05; ns, non-significant.

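On the arrays, all 34 miRNAs drawn in Fig. 1A lay in the direction drawn there for OVA group A against cDCs without OVA, and 33 of the 34 did for OVA group B. Fig. 1A was drawn from arrays of this same study and both comparisons share the arrays of cDCs without OVA, so these counts are not independent evidence. The direction also depends on the signal taken. With normexp, chosen after the data were seen, the sign turned in OVA group A for miR-721 (0.25) and miR-680 (0.40). It also turned there for miR-139-5p, miR-192, miR-30a, miR-378*, miR-467a and miR-467a-1*. In OVA group A, all 12 drawn as upregulated were called. Of the 22 drawn as downregulated 14 were called, such as miR-721 (at least 5.63-fold lower, adjusted p = 0.0468 from limma), miR-680 (at least 3.46-fold lower, adjusted p = 0.0256), miR-151-5p (-1.48) and miR-350 (-1.22). miR-467e (-1.27, adjusted p = 0.0653), miR-139-5p (-1.31, adjusted p = 0.0799), miR-181c (adjusted p = 0.0608), miR-342-3p (-0.77), miR-15b (-0.65) and miR-16 (-0.65), as well as miR-150-5p and miR-467b-5p, were not called. miR-720, which is now known to be a fragment of a tRNA, had a log2 difference of 1.48 (adjusted p = 0.0234). A further 22 miRNAs that Fig. 1A does not draw were called in OVA group A. In OVA group B, 1 of the 34 was called, miR-155-5p. Leaving out any array without OVA or of OVA group A ended most calls of group A against cDCs without OVA: the 48 became 3 and 2 without array 1 or 2 of cDCs without OVA, 5 and 2 without array 1 or 2 of pDCs without OVA, and 10 and 3 without array 1 or 2 of group A itself, while 72 and 73 were called without array 1 or 2 of OVA group B. Only miR-155-5p and miR-17-5p were called whichever of the 8 arrays was left out. For miR-17-5p, not detected with cDCs without OVA, the call rests on signals at the floor. For OVA group B, 35 miRNAs were called without its array 1 and 27 without its array 2, and 0 without any other array.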

We next performed spot-check validation of some of the observed miRNA found in the microarray data by RT-qPCR. We chose miRNAs previously known to be implicated in T cell activation like miR-17-5p, miR-18a-5p and miR-150-5p as well as others not previously described to be related to this process (miR-132-3p, miR-467b-5p and miR-26a-5p). miR-17-5p, miR-18a-5p and miR-132-3p were significantly upregulated in T cells upon contact with OVA-loaded cDC (Fig. 1B). They were also upregulated, albeit to a lower extent, when T cells were stimulated with OVA-loaded plasmacytoid DCs (pDC) (Supplementary Figure S2). miR-467b-5p was significantly downregulated in T cells upon contact with OVA-loaded cDC (Fig. 1B). miR-26a-5p and miR-150-5p also exhibited lower levels when pulsed with OVA-loaded cDCs and pDCs (Fig. 1B and Supplementary Figure S2).

The expression levels of the identified miRNAs were also assessed in CD4 T cells treated with the polyclonal activator concanavalin-A (ConA) followed by expansion with recombinant interleukin 2 (IL-2). A clear upregulation of miR-17-5p, miR-18a-5p and miR-132-3p was detected. The three miRNAs were maximally expressed at 24 h post stimulation. Interestingly, the levels of miR-132-3p were back to the baseline after approximately 96 h. Conversely, the levels of miR-17-5p and miR-18a-5p remained elevated after eight days (Fig. 1C). Similar behaviors were observed in those miRNA that became downregulated in response to ConA. For example, miR-26a and miR-150 decreased sharply their levels only 24 h post stimulation, reaching a lowest value after 72 h and remaining low up to eight days. Conversely, miR-467b-5p displayed a minor decrease after 72 h, and its levels fluctuated afterwards (Fig. 1C). 

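In the arrays, the levels of miR-132-3p, miR-18a-5p, miR-26a-5p, miR-150-5p and miR-467b-5p with OVA did not overlap those without OVA. miR-132-3p ranged from 1.67 to 2.27 on the 4 arrays without OVA and reached 6.18 and 6.03 in OVA group A and 3.39 and 6.01 in OVA group B. For miR-18a-5p, the log2 signal was 4.48 to 4.67 without OVA, 7.90 and 7.94 in OVA group A, and 4.80 and 6.90 in OVA group B. miR-17-5p was detected on no array without OVA, on both arrays of OVA group A (4.34 and 4.36) and on 1 of the 2 arrays of OVA group B (2.24), so on the other array its level cannot be set against those without OVA. Compared to cDCs without OVA, miR-26a-5p was lower in OVA group A (-0.99, standard error 0.23, adjusted p = 0.0318 from limma), and its difference in OVA group B was -0.47 and not called. The differences of miR-150-5p were -1.06 in OVA group A (adjusted p = 0.0687) and -0.67 in OVA group B, and those of miR-467b-5p were -1.02 (adjusted p = 0.0687) and -0.60, none of them called. The RT-qPCR of these 6 miRNAs and their course after ConA have no deposited files.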

Overall, these data indicate that there is a specific profile of miRNAs regulated after T cell activation. Also, we found similarities of the miRNA profiles changes triggered by antigen-loaded cDC and the mitogen ConA.

### PIK3R1 is a target of the miRNAs upregulated during T cell activation

As a first approach to identify the possible common mRNA targets of the miRNAs that were regulated after T cell activation, we used a customized program which combines several prediction algorithms as well as databases for experimentally validated targets making its prediction more reliable^17^. Interestingly, several target genes of the miRNAs upregulated after T cell activation, were related to the establishment of the immune response (Supplementary Figure S3). We focused our attention on those mRNA targets that have the higher number of predicted miRNAs modulating them, particularly those interactions that have not been experimentally validated yet. Table 1 shows some of these genes and the combined prediction score of our prediction tool.

**Table 1:** Targets of upregulated miRNAs in CD4 T cell activation.

Gen	Number of miRNAs	Combined Prediction SCORE
Tnrc6b	12	0.80847
Eif4g2	11	0.73535
Tnrc6a	11	0.68594
Sox5	11	0.66711
**Pik3r1**	**11**	**0.65147**
Tbc1d2b	11	0.59698
Tbxas1	11	0.57699
Syncrip	11	0.56623
Gsk3b	11	0.56402
Neo1	11	0.56114
Zfp664	11	0.54515
Rdx	11	0.53015

Prediction of the targets of the miRNAs upregulated in CD4 T cells from OT-II mice after stimulation with cDCs loaded with OVA peptide. Prediction was performed with a combinatorial method of different available prediction tools. Higher combined prediction score denotes more confidence in the prediction.

We focused in the *pik3r1* (Phosphoinositide-3-Kinase, Regulatory Subunit 1 Alpha) gene among those predicted targets of the miRNAs upregulated after T cell activation since it is implicated in important signaling pathways of this process. Interestingly, *pik3r1* was predicted to be inhibited by 11 out of the 12 miRNAs upregulated in T cells after cognate interaction with cDCs (Table 1). 

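All of miR-155-5p, miR-132-3p, miR-18a-5p, miR-34a-5p, miR-31-5p, miR-17-5p, miR-106a-5p, miR-193a-3p, miR-21a-5p, miR-17-3p, miR-20a-5p and miR-146a-5p were upregulated in OVA group A compared to T cells with cDCs without OVA. The largest increases among those detected on all arrays compared were in miR-132-3p (log2 difference 4.23, standard error 0.81, adjusted p = 0.0234 from limma), miR-155-5p (4.21, standard error 0.29, adjusted p = 0.000939) and miR-18a-5p (3.38, standard error 0.65). Absent from both arrays of cDCs without OVA, miR-31-5p was at least 15.7-fold higher, miR-17-5p at least 14.9-fold (adjusted p = 0.000939) and miR-193a-3p at least 11.5-fold (adjusted p = 0.0157). miR-106a-5p was detected on 1 of the 2 arrays of cDCs without OVA, and no size is given for it. miR-34a-5p, which p53 induces, had a difference of 2.63, miR-17-3p of 1.81, miR-21a-5p of 1.77, miR-20a-5p of 1.63 and miR-146a-5p, which dampens NF-κB signaling, of 1.38 (adjusted p = 0.0269). In OVA group B the same differences were 2.81 for miR-155-5p (adjusted p = 0.0178), the only one called, then 2.82 for miR-132-3p (standard error 0.81, adjusted p = 0.108), 1.65 for miR-146a-5p, 1.42 for miR-21a-5p, 1.36 for miR-34a-5p, 1.32 for miR-18a-5p, 0.75 for miR-17-3p and 0.46 for miR-20a-5p. miR-31-5p, miR-193a-3p and miR-17-5p were detected on 1 array of OVA group B and on none of cDCs without OVA. Their folds were 5.11 (adjusted p = 0.116 from limma), 3.69 and 2.80 (adjusted p = 0.0662). These take in the array of OVA group B without detection and are not bounds. None of them was called, and neither was miR-106a-5p, detected on 1 array of each group. Of the 12, the difference between the OVA groups was called for miR-17-5p.

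**Figure D3:**
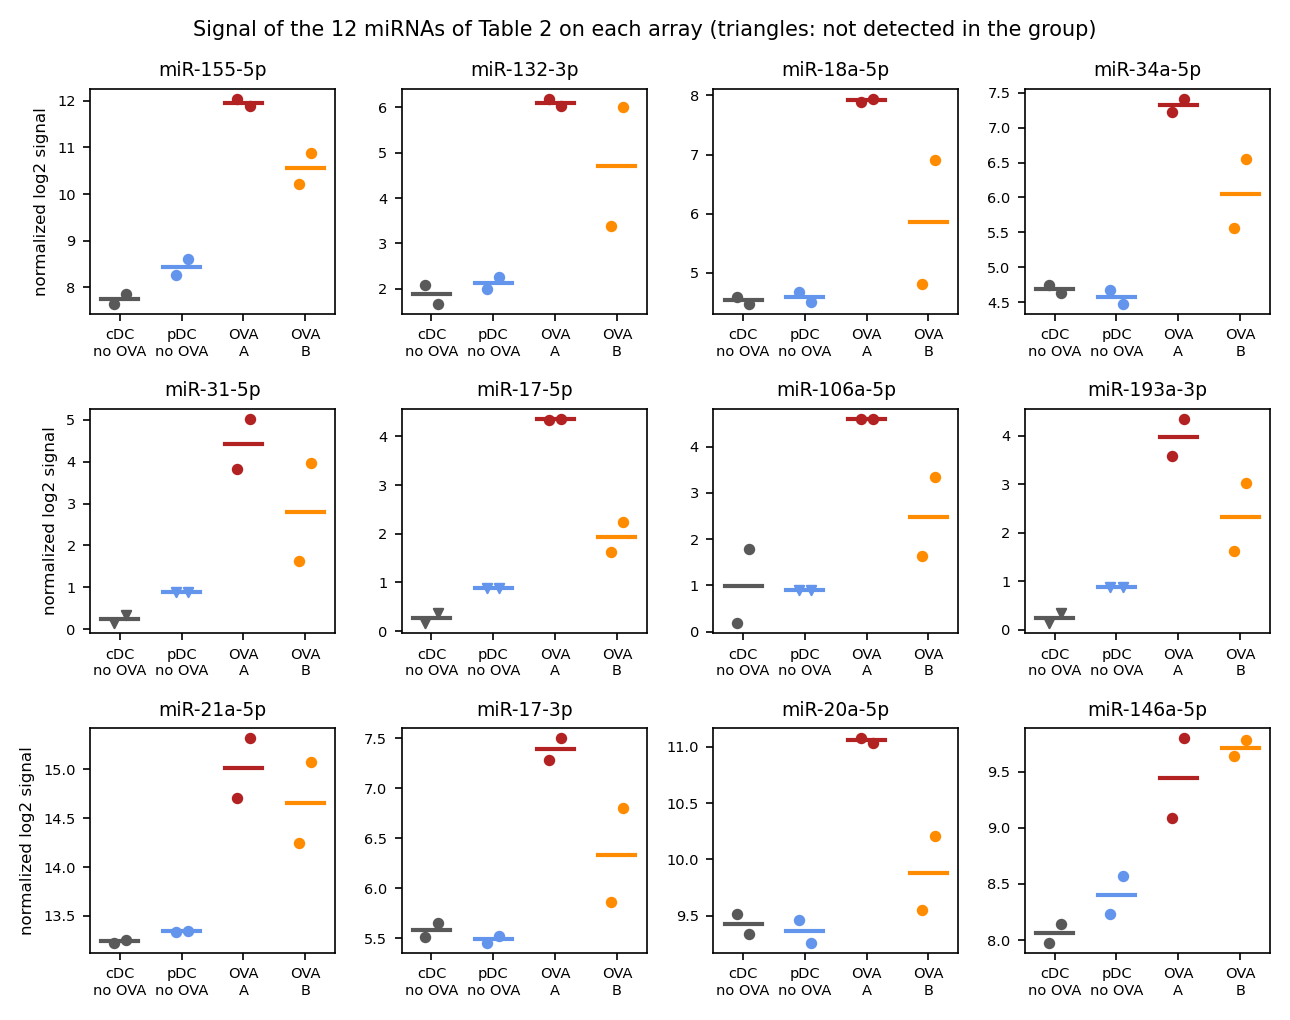
Normalized log2 signal on each of the 8 arrays for these 12 miRNAs, by group; triangles mark a miRNA that no array of that group detected. The arrays of OVA group A lie above both arrays of cDCs without OVA in every panel, as for miR-155-5p at 12.04 and 11.88 against 7.65 and 7.85.

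In OVA group B, the differences of miR-17-5p, miR-17-3p, miR-20a-5p and miR-106a-5p changed sign with another scaling or with processed spot signals.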

The specific list of these miRNAs and their logFoldChange of cDC- vs cDC-OVA stimulated CD4 T cells is presented in Table 2.

**Table 2:** miRNAs upregulated in CD4 T cell activation.

miRNA	logFC	adjpv
mmu-miR-155-5p	3,746	0,003
mmu-miR-132-3p	2,865	0,031
mmu-miR-18a-5p	2,752	0,025
mmu-miR-34a-5p	2,041	0,012
mmu-miR-31-5p	2,012	0,042
mmu-miR-17-5p	1,928	0,008
mmu-miR-106a-5p	1,867	0,018
mmu-miR-193a-3p	1,661	0,018
mmu-miR-21a-5p	1,330	0,042
mmu-miR-17-3p	1,307	0,039
mmu-miR-20a-5p	1,190	0,031
mmu-miR-146a-5p	0,936	0,048

A total of 11 out of the 12 miRNAs upregulated after CD4 T cell stimulation by cDC-OVA are predicted to be targeting pik3r1. The only miRNA not predicted to target is presented in gray.

*Pik3r1* encodes for the proteins p50α, p55α and p85α, which are the regulatory subunits of Class IA phosphatidylinositol 3-kinases (PI3K). PI3K signaling pathway is one of the signaling pathways that arise from TCR and co-receptors engagement during T cell activation. The main role of the regulatory subunits of I_A_ PI3K is to bind and stabilize the catalytic subunit p110, inhibiting its activity in basal conditions^18, 19^. They also recruit the PI3K complex to phosphotyrosine residues in receptors and adaptor molecules, which relieve the inhibitory contact with the catalytic subunits and will bring them in contact with their lipid substrates in the membrane^20^.

The expression of the corresponding proteins and mRNA of *pik3r1* gene were studied during T cell activation. p85 and p50 proteins, and the mRNA levels of the two corresponding alternative transcripts, decreased over time in CD4 T cells stimulated with anti CD3 and anti CD28 for 7 d (Fig. 2A,B and C). On the other hand, miR-17-5p, miR-18a-5p and miR-132-3p, which are predicted to target *pik3r1*, were inversely regulated (Fig. 2D). These data indicate that the regulator of PI3K, *pik3r1*, might be directly modulated by miRNAs induced during T cell activation.

**Figure 2:**
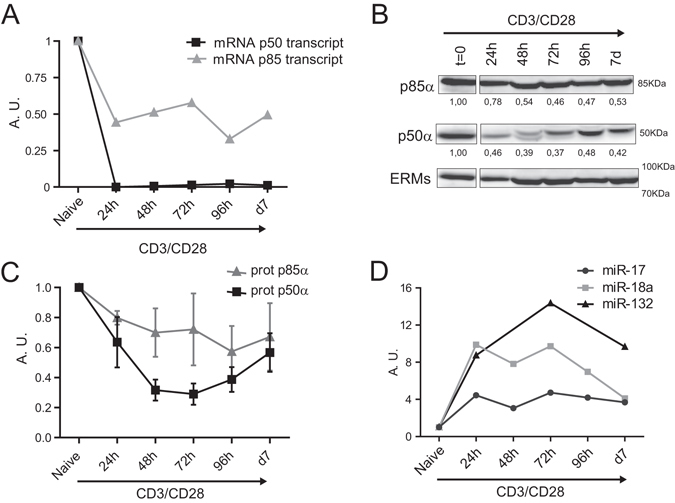
pik3r1 is downregulated during T cell activation. **(A)** mRNA relative levels of the two main transcripts of *pik3r1* were measured by qPCR. Levels were normalized to Yhwaz and β-actin housekeeping genes (n = 2). **(B)** Western blot analysis of p85α and p50α protein content in CD4 T cells after activation with anti-CD3 plus anti-CD28. Representative Immunoblots (n = 3); protein bands were cropped from the same gel. ERMs were included as a loading control. **(C)** Protein levels of p85α and p50α in (B) normalized to ERMs. **(D)** miRNA levels in CD4 T cells after activation with anti-CD3 plus anti-CD28. Levels are normalized to RNU1A1 and RNU5G and presented in arbitrary units (n = 2).

### miR-132-3p targets *pik3r1*

Next, we used a combination of prediction programs to analyze the predicted miRNA binding sites on the 3′UTR of *pik3r1* (Supplementary Table S1). We identified ten canonical binding sites and two unusual sites for miRNAs upregulated during T cell activation in the 3′UTR of *pik3r1*. We focused on the interaction of miR-132-3p with *pik3r1* because the prediction algorithms projected two different binding sites for miR-132-3p in the 3′UTR of the gene; also, because the role of this miRNA in the context of T cell activation had not been previously reported. We generated luciferase reporter vectors of the two regions of the 3′UTR of *pik3r1* containing the two predicted target sites of miR-132-3p. For Site 1, we used the 71-362 fragment; Site 2 contained the 2957-3162 fragment (Fig. 3A). We co-transfected the reporter plasmids into HEK cells either with a control plasmid or a plasmid driving the overexpression of miR-132-3p co-expressing GFP. GFP-positive cells were sorted by flow cytometry and overexpression of miRNA-132 was monitored by RT-qPCR (Fig. 3B). Luciferase signal analysis revealed that both predicted sites are targeted by miR-132-3p, since luciferase levels were lower in cells co-transfected with miR-132-3p plasmid compared to the control plasmid (Fig. 3C). To further assess the functional relationship between miR-132-3p and *pik3r1* gene in T cells, we next transfected miR-132-3p mimics into Jurkat T cells and evaluated the levels of *pik3r1* gene products, the proteins p85α, p55α and p50α that are expressed in this cell line. After 48 h post transfection, miR-132-3p was overexpressed in these cells, significantly reducing p55α and p50α protein levels (Fig. 3D–F). The overexpression by transfection of miR132-3p mimic resulted in levels of the miRNA greater than the endogenous levels of activated T cells. However, the reduction of the protein levels was not so dramatic. Indeed, p85α protein levels were lower in miR-132-3p overexpressing cells although the decrease was milder compared to the other isoforms probably due to the higher stability of this specific isoform. Thus, our data experimentally demonstrate that miR-132-3p inhibits the expression of the products of the *pik3r1* gene in T lymphocytes.

**Figure 3:**
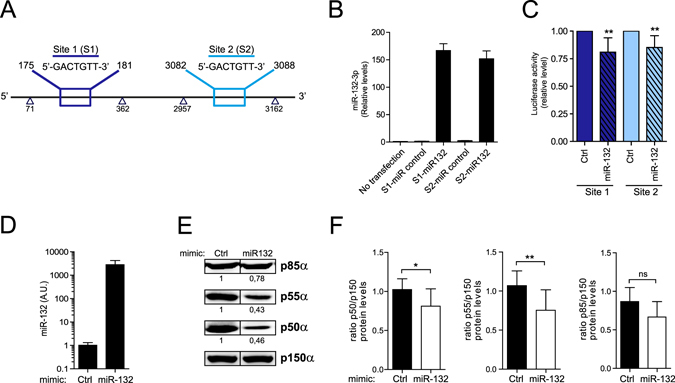
miR-132-3p targets pik3r1. **(A)** 3′UTR of *pik3r1* cloning strategy. Fragments from 71 to 362 bp and from 2957 to 3162 bp containing the two binding sites predicted for miR-132-3p were cloned into the psiCheck2 vector. **(B)** miR-132-3p levels in HEK cells after transfection. Levels were normalized to RNU1A1 and RNU5G. **(C)** HEK cells were transfected with indicated plasmids (Control empty vector or miR-132 expressing vector), GFP+ cells sorted and Renilla and Firefly luciferase signal measured. Data are presented in Renilla Luciferase signal relative to Firefly (n = 5). T-test **P < 0.05. **(D)** miR-132-3p expression in Jurkat cells 48 h post transfection with either negative Control-Dy547 or mmu-miR-132-3p miRNA Mimics. **(E)** Western blot analysis of p85α, p55α and p50α isoforms in Jurkat cells after 48 h of transfection with the control or miR-132-3p mimics as in (**D**). A representative blot of one experiment out of five is shown; protein bands were cropped from the same gel. **(F)** Protein relative levels of p85α, p55α and p50α as in (**E**) after normalization to p150 (n = 5) T-test **P < 0.05; *P < 0.01.

The prediction algorithms that we used projected that the different pik3r1 transcripts would be targeted by 11 of the 12 miRNAs upregulated after T cell activation. Moreover, we detected a downregulation of both its protein products and mRNA transcripts at different time points after initial T cell activation. The specific loss of p85α (with the other regulatory subunits unaltered like p50α) has been previously shown to inhibit the activation of Akt under conditions promoting the differentiation of Th1, Th2 and Th17 cells, but only Th17 differentiation was affected^21^. A recent study described that patients with mutations on PIK3R1 undergo excessive lymphoproliferation and exhibit hyperactive PI3K signaling as a result of the abnormally low level of expression of the mutant p85α^22^. We hypothesize that the decreased expression of *pik3r1* after T cell activation might be regulated by a combination of miRNAs that control that PI3K signaling is precisely dosed during T cell activation. In this context, miR-132-3p would have a cooperative role in T cell activation. It is worth mentioning that signaling downstream pik3r1 was not significantly changed by the overexpression of miR-132-3p (data not shown) further supporting the idea of miR-132-3p cooperative role with other miRNAs. However, our experimental data only provide information about this specific miRNA. In summary, we propose that the modulation of the observed group of miRNAs during T cell activation, including miR-132-3p, finely tunes the availability of gene products to promote the proper activation of T cells.

## Methods

### Mice

C57BL/6 and OT-II mice were bred under specific pathogen-free conditions according to European Commission recommendations at Centro Nacional de Investigaciones Cardiovasculares (CNIC) animal facility. All experimental methods and protocols were approved by CNIC and Comunidad Autónoma de Madrid and followed European Commission guidelines and regulations.

### Cell lines culture and transfection

HEK-293T were cultured in DMEM Medium (SIGMA) supplemented with 10% Fetal Bovine Serum (FBS) (Invitrogen). Cells were co-transfected with Psicheck2 reporter plasmids for *pik3r1* 3′UTR fragments and control GFP plasmid or a miR-132-3p-GFP plasmid (ABM) with Lipofectamine-2000 (Invitrogen) according to manufacturer’s instructions. GFP+ cells were sorted at FACSAria flow cytometer (BD Biosciences) before downstream analysis. Jurkat cells were cultured in RPMI (Sigma) containing 10% FBS (Invitrogen). Jurkat cells were transfected with either miRIDIAN miRNA Mimic negative Control-Dy547 or miRIDIAN miRNA Mimic mmu-miR-132-3p (Dharmacon) by electroporation. Cells were resuspended in Opti-MEM (GIBCO) with 1 μM of mimic and electroporated with Gene Pulser Xcell (Bio-Rad) at 1200 μFa, 240 mV during 30 ms.

### Primary cells isolation, culture and activation

Mouse primary cells were cultured in RPMI 1640 medium supplemented with 10% fetal bovine serum, 50 μM 2-mercaptoethanol and 1 mM sodium pyruvate.

Mouse naive CD4+ T cells were isolated from cell suspensions of lymph nodes or spleen that were incubated with biotinylated antibodies (BD Biosciences) against CD8, CD19, CD25, CD11b, CD11c, CD45R, MHC-II (I-Ab), DX5, IgM, Gr-1 and F4/80, subsequently with streptavidin microbeads and negatively selected in auto-MACS Pro Separator (Miltenyi Biotec) according to the manufacturer’s instructions. Wild type bone marrow cell suspensions were either cultured to obtain conventional DCs or both pDCs and cDCs as described^23, 24^. When indicated, OT-II CD4 T cells were cocultured with the corresponding subset of DCs (8:1T cell/DC ratio) in the presence or absence of chicken ovalbumin (OVA) 323–339 peptide. Polyclonal activation of CD4 T cells was performed with 10 μg ml^−1^ of anti-CD3 plate bound and 2 μg ml^−1^ of anti-CD28 (BD Biosciences).

### Flow cytometry analysis and sorting

Cell samples were analyzed with a BD FACS Canto or BD LSR Fortessa flow cytometers and FACSDiva software (BD Biosciences) and FlowJo software. For mouse CD4 T cells phenotyping to check purity and activation the following antibodies were used against: CD4, CD69, CD62L, CD25, and CD8 coupled with the appropriate fluorophore (BD Biosciences). Cells were sorted on a FACSAria flow cytometer (BD Biosciences). CD4+ T cells from the coculture with DCs were discriminated by staining of MHC-II and CD4 plus CD69.

### Cloning

The two fragments of the 3′UTR of *pik3r1* (sequence from 71 to 362 bp and from 2957 to 3162 (Fig. 3A) were cloned into psiCHECK2 vector (Promega). Fragments were amplified from genomic DNA using Q5 High-Fidelity DNA Polymerase (New England BioLabs) and the corresponding primers (Supplementary Table S1). Each amplified DNA fragment was ligated to the psiCHECK2 vector after digestion with PmeI restriction enzyme (NEB) using the *Gibson Assembly* Master Mix^25^ (NEB) following manufacturer’s instructions.

### Immunoblotting

Total cell extracts were prepared in RIPA lysis buffer and analyzed by Western blotting. The following antibodies were used: anti-alpha Tubulin (DM1A, Sigma), anti-p150^glued^ (BD Transduction Laboratories), rabbit anti-p85a (Millipore), anti ezrin/moesin (ERMs) (90/3) (provided by Heinz Furthmayr, Stanford University, CA). Full immunoblots are provided in Supplementary Figure S4.

### Luciferase UTR reporter assays

HEK cells were lysed after 24 h postransfection and the ratio of Renilla and Firefly luciferase activities was measured by the dual luciferase assay (Promega). Psicheck2 dual luciferase reporter vector comprises the gene of Firefly luciferase as a normalizing gene and the luciferease *Renilla reniformi*s gene downstream of the cloning site.

### RNA isolation

Total RNA was extracted with the miRNeasy mini kit (Qiagen). Purity and concentration were measured in a Nanodrop-1000 spectrophotometer (Thermo Scientific) and RNA integrity using the Agilent 2100 Bioanalyzer.

### microRNA microarrays and analysis

Agilent Mouse miRNA V2 (4 × 44 K) microarray was performed on RNA preparations. miRNA data were normalized based on the VSN-invariant method^26, 27^ using the GeneView files extracted from the Agilent Feature Extraction suite. This method preserves the biological characteristics of the data while stabilizing the variance across all the intensity range based on a fit to some invariant miRNAs (113 in this case). 

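The 113 invariant miRNAs of the study are not listed, and those used here are the 113 whose rank within the array varied least among the miRNAs detected on at least 2 arrays. Of them, 33 were themselves called for OVA compared to no OVA, so the set holds miRNAs that moved. Over all 196 miRNAs tested, the median log2 difference between arrays with and without OVA was -0.003 after this normalization. The 113 are among these 196, so the fit itself draws this median towards 0, and the value does not test the scaling.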

After normalization, only those probes present in at least two samples and with average expression over the 20th percentile of all average expressions were considered for further analysis (198 miRNAs). 

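Of the 566 mouse miRNAs on the array, 357 were detected on none of the 8 arrays, 196 on at least 2 and 115 on all of them. The filter on the 20th percentile of the average signal removed none of the 196. Where a miRNA was not detected, its signal equalled its own error estimate, in all 3226 such values.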

We used linear models^28^ as implemented in the limma Bioconductor package.

The microarray data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE85363.

### Bioinformatic analysis of miRNA target and miRNA seed sequence on 3′UTRs

The targets of the murine microRNAs upregulated after T cell activation were predicted using the Weighted Scoring by Precision (WSP) method^17^. Briefly, the method searches nine databases of predicted interactions for the putative targets of the object miRNAs and finds which of these interactions are among four databases of experimentally validated interactions. Thus, the reliability and precision of each interaction in each database is calculated. An integrated score is calculated for each interaction as the sum of each individual database score multiplied by the precision of that interaction in the specific database.

The sequences of the 3′-UTR of murine pik3r1 gene and those of mature miRNAs upregulated after T cell activation were retrieved from the Ensembl database (release 72, June 2013) and the miRBase database (release 19, August 2012), respectively. Predictions were made using the algorithms miRanda^29^, PITA^30^, FindTar v3.11.12 ^31^, RNAHybrid^32^, and TargetScan v6 ^33^ using parameter default values. The sequences of six, seven and eight nucleotides of each miRNA 5′ end were considered as seeds, starting from the first, second or third nucleotide. Mismatches were not allowed in the canonical seeds but noncanonical seed-matches were also searched.

### RT-qPCR of mature miRNA and messenger RNA

cDNA was synthesized and mature miRNAs were quantified by miRCURY LNA Universal RT microRNA PCR (Exiqon), using miRNA LNA primers (Exiqon) and SYBRgreen PCR master mix (Applied Biosystems). cDNA for mRNA quantification was synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) and quantitative PCR was performed with SYBRgreen PCR master mix (Applied Biosystems) and corresponding primers (Supplementary Table S2). Quantitative miRNA or mRNA expression data were acquired on ABI Prism 7900HT SDS (Applied Biosystems) and further analyzed using BiogazelleQBasePlus software (Biogazelle). Results are expressed in arbitrary units (A.U.) relative to endogenous controls, RNU1A1 and RNU5G RNAs for miRNAs and B-actin and Yhwaz for mRNAs.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: miRNA profiling during antigen-dependent T cell activation: A role for miR-132-3p
**Source:** Sci Rep. 2017 Jun 14;7:3508. doi: 10.1038/s41598-017-03689-7
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY INFORMATION

miRNA profiling during antigen-dependent T cell activation:

A role for miR-132-3p

Cristina Gutiérrez-Vázquez^{1,2}, Ana Rodríguez-Galán^{1,2}, Marcos Fernandez-Alfara², María Mittelbrunn², Fátima Sanchez-Cabo², Dannys Jorge Martínez-Herrera³, Marta Ramírez-Huesca², Alberto Pascual-Montano³ and Francisco Sánchez-Madrid^{1,2 *}

SUPPLEMENTARY FIGURES:

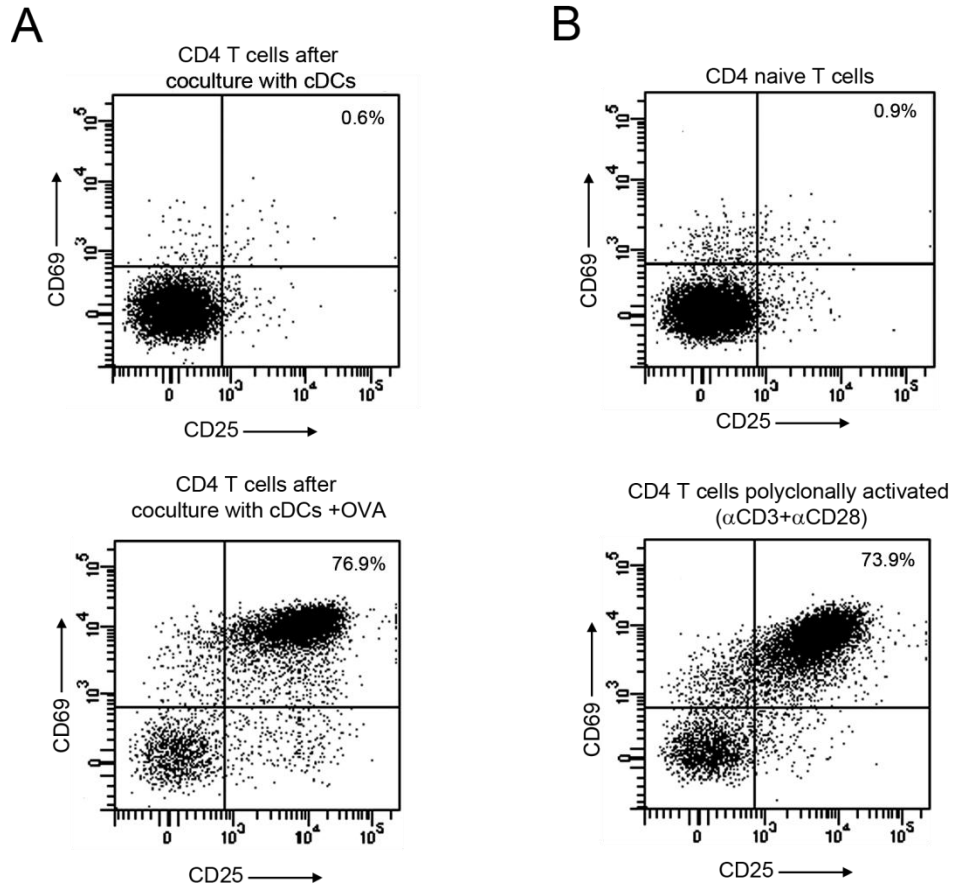

Supplementary Figure S1: CD4 T cell activation after coculture with different DCs subsets. **(A)** CD4 T cells from OT-II mice were coculture with cDCs in the absence (upper panel) or presence (lower panel) of OVA peptide. CD4 T cells were gated and analyzed for the activation markers CD25 and CD69. **(B)** The same analysis was performed on naïve CD4 T cells (upper panel) or CD4 T cells after polyclonal stimulation with anti CD3 and anti CD28 antibodies (lower panel).

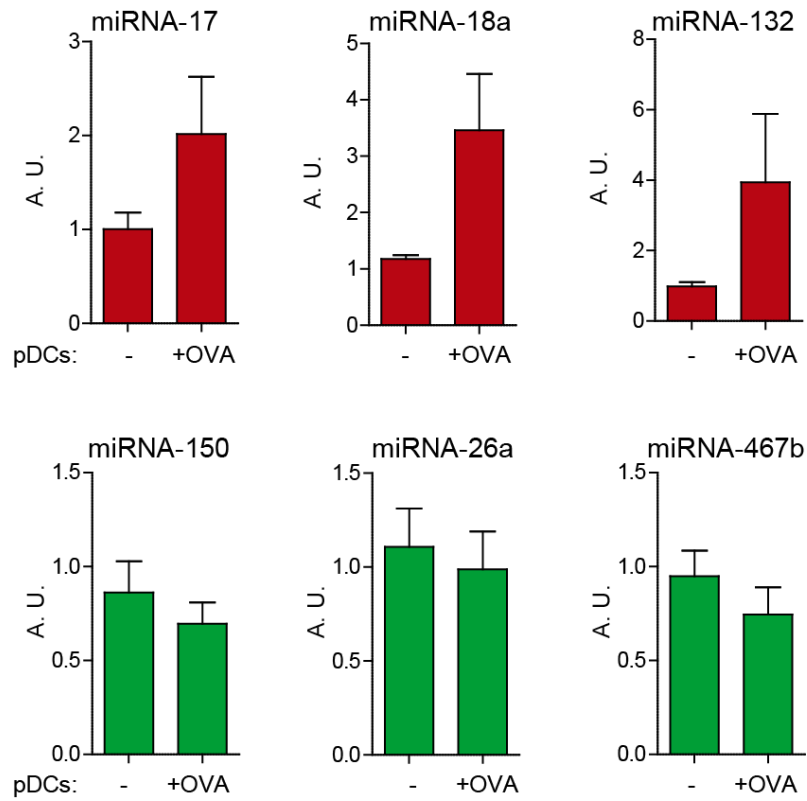

Supplementary Figure S2: miRNA expression after cognate interaction with plasmacytoid DCs. Selected miRNAs detected by microarrays were validated by RT-qPCR. Selected miR-17, miR-18, miR-132, miR-26a, miR-150 and miR-467b miRNAs were analyzed in T cells after their stimulation by plasmacytoid DCs loaded or not with OVA peptide. (n=8).

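This supplementary figure uses the same 6 miRNAs as Fig. 1B, in T cells stimulated by pDCs instead of cDCs. RT-qPCR gives the amount of each miRNA relative to small RNAs taken as endogenous controls, and its values are in arbitrary units. The measurement is separate from the arrays.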

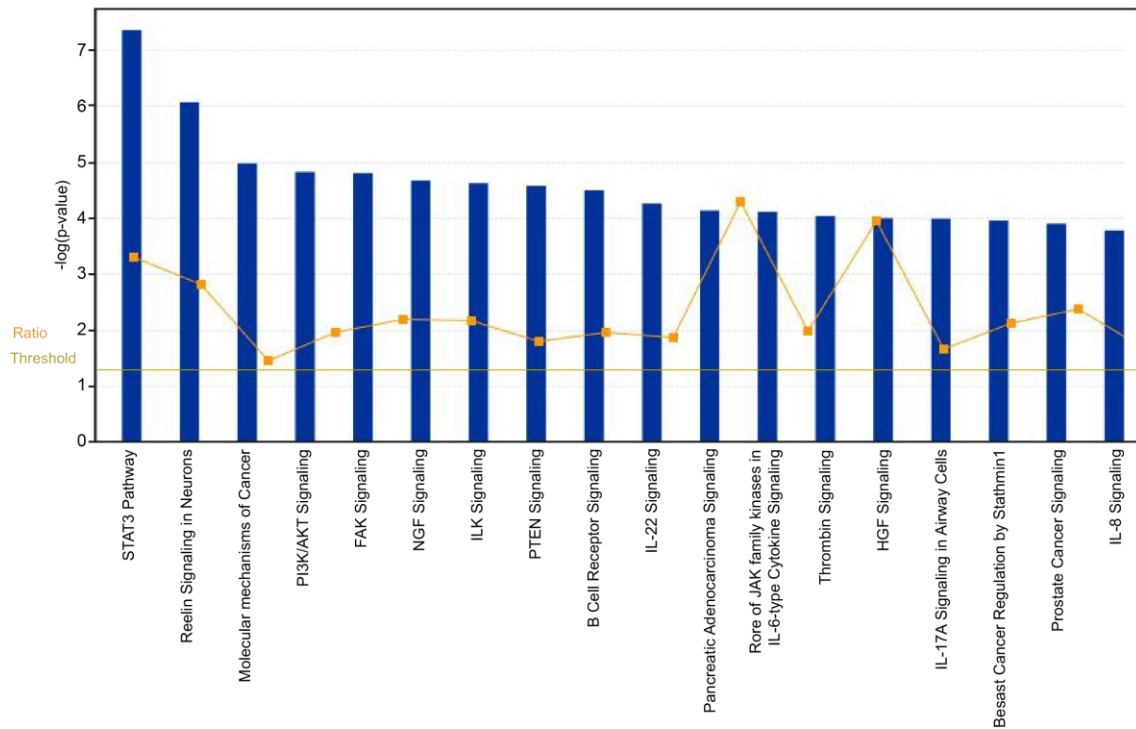

Supplementary Figure S3: Signaling Pathways of upregulated miRNAs Targets. Genes regulated by 7 or more upregulated miRNAs during T cell activation were analyzed with Ingenuity Pathway Analysis to find common pathways of these targets. Those pathways with higher score are shown. Ratio between the number of molecules in our list within the total number of molecules(genes) in that pathway of expression is depicted (orange line).

Related to Figure 2C

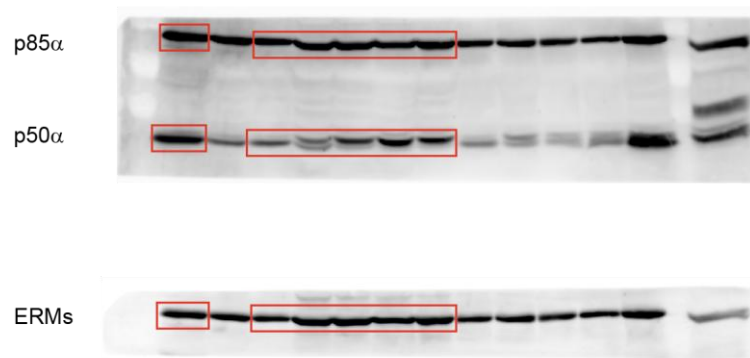

Related to Figure 3E

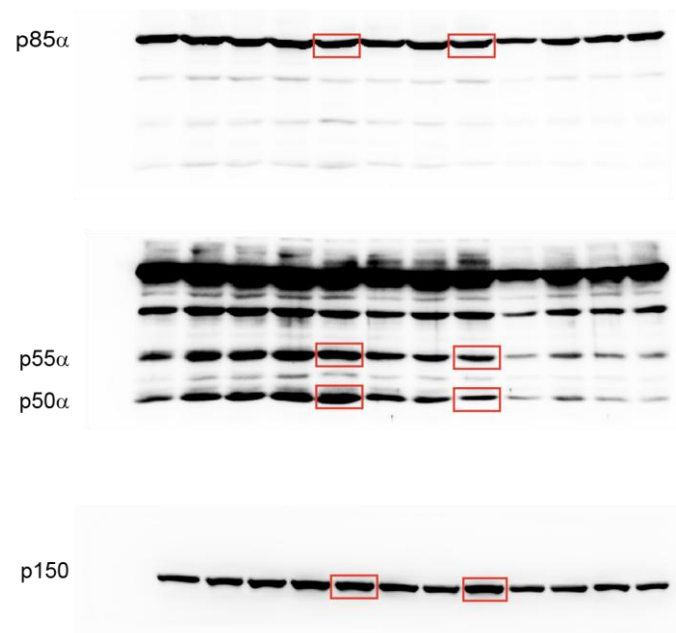

Supplementary Figure S4: Full Immunoblots. Full length immunoblots with indicated areas of selection.

SUPPLEMENTARY TABLES:

Supplementary Table S1

Canonical sites							
miRNA	Start	End	Seedmatch Sequence	Seedmatch type	3' pairing	# sites	Prediction Programs
mmu-miR-106a-5p	1377	1383	GCACTTT	7mer-m8	-	1	targetscan, miranda, findtar
**mmu-miR-132-3p**	**3082**	**3088**	**GACTGTT**	**7mer-m8**	-	**2**	targetscan, miranda, findtar
**mmu-miR-132-3p**	**175**	**181**	**GACTGTT**	**7mer-m8**	-		targetscan, miranda, findtar
mmu-miR-146a-5p	3359	3365	GTTCTCA	7mer-m8	13-17	1	targetscan, rnahybrid, findtar
mmu-miR-17-5p	1377	1383	GCACTTT	7mer-m8	-	1	targetscan, miranda, findtar
mmu-miR-20a-5p	1377	1383	GCACTTT	7mer-m8	-	1	targetscan, miranda, findtar
mmu-miR-21a-5p	2400	2406	TAAGCTA	7mer-m8	-	3	targetscan, findtar
mmu-miR-21a-5p	904	910	ATAAGCT	7mer-m8	-		targetscan, miranda, findtar
mmu-miR-21a-5p	2937	2943	TAAGCTA	7mer-m8	-		targetscan, findtar
mmu-miR-34a-5p	2299	2305	ACTGCCA	7mer-m8	-	1	targetscan, findtar
Unusual sites							
miRNA	Start	End	Seedmatch Sequence				
mmu-miR-21a-5p	1154	1162	TGATAAGCT				
mmu-miR-155-5p	1442	1465	AGTTTGGTAGTCATTA<br>GCAATTAA				

Supplementary Table S1: pik3r1 3'UTR miRNA binding sites sequences. The predicted binding sites for upregulated miRNAs at 3'UTR of pik3r1 mRNA were analyzed with a prediction tool that combines different prediction programs available at the time of the analysis. Seedmatch type, sequence and location as well as the specific programs that predict this binding are shown for each interaction.

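A seed match is the pairing of the bases next to the 5′ end of a miRNA with the 3′UTR, and its type says how many of these bases pair and whether the site carries an A opposite the first base of the miRNA. The table lists sites that programs predict from sequence, and a site predicted by several programs is one that their different rules share. It holds no measurement of binding.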

Supplementary Table S2:

**qPCR primers**	
**Oligo Name**	**Sequence (5' to 3')**
Mouse YWHAZ (Forward)	CGTTGTAGGAGCCCGTAGGTCAT
Mouse YWHAZ (Reverse)	TCTGGTTGCGAAGCATTGGG
Mouse b Actin (Forward)	CAGAAGGAGATTACTGCTCTGGCT
Mouse b Actin (Reverse)	TACTCCTGCTTGCTGATCCACATC
Mouse B2M (Forward)	TTCTGGTGCTTGTCTCACTGA
Mouse B2M (Reverse)	CAGTATGTTTCGGCTTCCCATTTC
Mouse Pik3r1 v1 (Forward)	ACACCACGGTTTGGACTATGG
Mouse Pik3r1 v1 (Reverse)	GGCTACAGTAGTGGGCTTGG
Mouse Pik3r1 v2 (Forward)	ATTTACCCCCTACTCCCAAG
Mouse Pik3r1 v2 (Reverse)	AGTCGAACATTCCAGTCCTTT
**Cloning primers**	
**Primer**	**Sequence (5' to 3')**
Site 1 (primer A)	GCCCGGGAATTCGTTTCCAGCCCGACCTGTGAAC
Site 1 (primer B)	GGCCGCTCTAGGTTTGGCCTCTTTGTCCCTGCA
Site 2 (primer A)	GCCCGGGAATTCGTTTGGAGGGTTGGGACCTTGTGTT
Site 2 (primer B)	GGCCGCTCTAGGTTTG ACCTGTACTGGACATCTGCTTG

Supplementary Table S2: Primers used in this study

How the deposited data were processed for this re-analysis (not part of the article)

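RNA of CD4 T cells sorted from co-cultures with cDCs or pDCs, with or without the OVA peptide 323 to 339, was hybridized by the authors to Agilent mouse miRNA arrays, 100 ng per array, 8 arrays on 1 slide. The DCs came from bone marrow grown for 8 days with 100 ng/ml Flt3 ligand and matured with 6 µg/ml CpG. The authors scanned each array in a single Cy3 channel and extracted it with Agilent Feature Extraction 10.7.3.1 (submitters' processing notes). Per spot, the deposited files hold intensity values: the raw median of the spot, the raw median of its local background, and a processed signal that is background-subtracted and detrended. Per miRNA, the deposited GeneView tables hold a total gene signal, the background-subtracted intensity summed by the authors' software over the probes of a miRNA, not normalized between arrays, with a flag for detection. The authors also deposited a series table of values on a generalised log2 scale, made by VSN on invariant miRNAs. Each of its columns was an arsinh transformation of the GeneView signal of that array to within 1e-07, its column medians ranged from 2.26 to 2.91, and 592 of its 598 miRNA names were those of the GeneView tables, the rest being paired by their identical values.

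Each array holds 12493 spots, 566 mouse miRNAs, 10 viral miRNAs and 22 control features, of which the mouse miRNAs were kept for the tests. The paper's names with an arm were matched to the older names on the array: miR-132-3p to miR-132, miR-17-5p to miR-17, miR-17-3p to miR-17*, miR-193a-3p to miR-193, miR-21a-5p to miR-21, and the others alike. GeneView signals were normalized with an implementation of VSN written for this purpose (arsinh, 1 offset and 1 scale per array, maximum likelihood) fitted on 113 invariant miRNAs and applied to all, in R 4.3.3 with jsonlite 2.0.0 for the labels. miRNAs detected on at least 2 arrays and above the 20th percentile of the average value were tested, which left 196. The summed signal of all mouse miRNAs per array was 122056 and 120626 for cDCs without OVA, 99100 and 71705 for pDCs without OVA, 59944 and 77414 for OVA group A, and 44558 and 149367 for OVA group B.

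Differences were tested two-sided with lmFit and eBayes of limma 3.58.1 in 1 fit of 4 groups of 2 arrays, which has 4 residual degrees of freedom, and p-values were adjusted by Benjamini-Hochberg over the miRNAs tested, with a threshold of 0.05. The comparisons were OVA against no OVA, each OVA group against cDCs and against pDCs without OVA, OVA group A against OVA group B, cDCs against pDCs without OVA, and the interaction of DC subset and OVA under either reading of the labels. Replicates carry no numbers that link the groups, and slide and row could not enter the fit. Lists of miRNAs with at least 3 tested members were tested with camera of limma, with a preset correlation of 0.01 and with an estimated correlation. The 22 lists were the miR-17 to miR-92a, miR-106a to miR-363, miR-106b to miR-25, miR-132 and miR-212, miR-221 and miR-222, Sfmbt2 and Dlk1-Dio3 clusters, the miR-23, miR-27 and miR-24 clusters, the let-7, miR-30, miR-26, miR-15 and miR-16, miR-29 and miR-181 families, miRNAs tied to lymphocyte activation, miRNAs tied to resting lymphocytes, and markers of myeloid cells and DCs, erythroid cells, endothelial and stromal cells, epithelium, muscle, and liver, brain and germline.

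The miRNAs named are those of Table 2, of Fig. 1A and of the RT-qPCR; the 10 largest increases and 10 largest decreases with OVA past the threshold whose 4 arrays with OVA all lie on one side of the 4 without; the 3 largest of each direction past the threshold in each other comparison; and members of a list where it is described. The values of Table 2 had been seen when this rule was written. The comparisons, the lists, the rule for names, the threshold and all alternatives but 4 were chosen before the data were examined. The 4 others were normexp with an offset of 50 on the median spot signal (in place of a mean signal that the files do not hold), the deposited values with a difference of at least 1 log2 added to the threshold, and the means of the lists and the differences of their members under each alternative.

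The alternatives were scaling to the 75th percentile over the miRNAs detected on all arrays or over all mouse miRNAs (with a floor of 1 after scaling), quantile normalization, VSN on all miRNAs detected on at least 2 arrays, no normalization, processed spot signals, the deposited series table, no filter, detection on all 8 arrays, no percentile filter, an intensity trend in eBayes (limma-trend), a fit of only the arrays compared, a difference of at least 1 log2 besides the threshold, and leaving out each array in turn. Where 1 array of a group is left, that array is assumed to vary like the other groups.

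The pipeline was tested on simulated data of 191 tested miRNAs built on these arrays. For OVA against no OVA, 12 of 20 miRNAs changed by 1 log2 (60%) and 14 of 17 changed by 2 log2 (82.4%) were called. For OVA group A against cDCs without OVA, 7 of 20 (35%) and 12 of 17 (70.6%) were called. No call was made among the 154 unchanged miRNAs in either comparison, and camera called the list made to change and 0 of 20 unchanged lists. The simulated noise was drawn separately for each miRNA, so members of a list were not correlated. On the real arrays the estimated correlation was 0.50 for the activation list and for the miR-17 to miR-92a cluster. The simulation therefore does not test camera with a preset correlation on such lists. It also gave each miRNA the same spread in all groups and, if unchanged, the same level on all arrays. The real groups differ in spread, and signals without detection were higher with OVA than without. Neither source of error can arise in the simulation, so its lack of false calls and its shares called do not carry over to the real arrays. RT-qPCR, ConA, reporter and protein experiments have no deposited files and were left out, as were target predictions.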

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

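Of the tests below, the tests of the scaling behind the difference between cDCs and pDCs without OVA and the splits that keep groups whole were chosen after the result was seen.

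The count of miRNAs that differ between arrays with and without OVA was tested first against other splits of the 8 arrays. In a fit of 2 groups of 4, the real split called 59 miRNAs, the highest of the other splits called 1, and 1 of the 35 splits reached as many. That share of 2.86% is the smallest that 35 splits can give. The 2 arrays of a group are alike, so splits that part them are not a like comparison. With the 2 arrays of each group kept together there are 3 splits, too few for a share under 0.05 (59 called in the real split, 1 in the highest other). The splits therefore do not exclude chance. The place on the slide stays open: 0 slide rows hold arrays both with and without OVA, so a difference between the rows of the slide and the presence of OVA cannot be told apart. Activation by the peptide is the biological explanation that the design gives, and it shares this confounder.

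OVA group B had fewer calls than OVA group A against cDCs without OVA (1 and 48). One explanation is the low total signal of array 1 of group B. Leaving out that array raised the count of group B, but so did leaving out the other array of the group. Leaving out 1 array of OVA group A lowered the count of group A. A group left with 1 array adds nothing to the spread that the fit shares. The arrays of group B were less alike (correlation 0.910) than those of group A (0.943). These counts are therefore not like for like, and the tables do not decide. miR-155-5p was the 1 call for group B with all arrays, and it was not called without array 1 or 2 of cDCs without OVA, array 1 or 2 of pDCs without OVA, or array 1 or 2 of OVA group A (0 calls each), while its difference stayed between 2.43 and 3.15 with any 1 array left out. A DC subset that activates T cells less is the biological explanation: the paper's RT-qPCR has 3 miRNAs raised less with pDC-OVA than with cDC-OVA, which goes with the titles, but the labels of the arrays with OVA disagree and it stays open.

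T cells with cDCs and T cells with pDCs, both without OVA, differed in 9 miRNAs, 7 of them higher with cDCs, and the paper does not report this comparison. Of the 7, miR-188-5p was detected on both arrays of pDCs without OVA (log2 difference 4.02). miR-494 was detected on 1 of them, so its fitted difference of 4.19 rests in part on a signal at the floor. The other 5 have only bounds, such as miR-483 (at least 9.39-fold), miR-714 (at least 6.23-fold, adjusted p = 0.0106 from limma) and miR-680 (at least 5.33-fold). Over the 6 other scalings the median of miR-188-5p and miR-494 was never below 3.42. miR-188-5p alone was never below 3.56 (SD between replicates 0.64). Those scalings moved the median of all miRNAs tested only between -0.30 and 0.54. The test could therefore hardly have brought these differences to 0, and it speaks only to shifts of that size. For miR-494 and the 5 others the scaling cannot be told apart, since their values rest in part or wholly on signals at the floor (lowest median of the 5, 1.83). With normexp on median spot signals, which changes the background correction, miR-188-5p had 1.11 (standard error 0.41) and miR-494 0.46 (standard error 0.39), and neither was called by limma (adjusted p = 0.722 each), so the background correction stays open for all 7. The count of 9 rests on single arrays: it was 0 without array 1 or 2 of cDCs without OVA or array 1 or 2 of pDCs without OVA, and 15 without array 2 of OVA group B. A biological difference between T cells kept with cDCs and with pDCs stays untested, as does a difference between RNA preparations. The arrays of cDCs and of pDCs without OVA also filled separate columns of the slide, so the place on the slide cannot be told apart from the DC subset.

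A test of whether the response to OVA differs between the DC subsets called 13 miRNAs with the subsets taken by title and 1 with the subsets taken by the other labels. By title, 6 were higher in the response with cDCs, such as miR-155-5p (2.09, adjusted p = 0.042 from limma) and miR-17-5p (adjusted p = 0.0236), and 7 were lower, such as miR-680 and miR-483. By the other labels, miR-714 was lower (adjusted p = 0.0331). No size is given for miR-17-5p, miR-680, miR-483 and miR-714, which were not detected with pDCs without OVA, and their calls rest on signals at the floor. The 13 became 0 without any 1 array of cDCs or pDCs without OVA or without array 2 of OVA group A, 7 without array 1 of OVA group B and 34 without its array 2, and the 1 became 27 without array 2 of OVA group B and 0 without any other array but array 2 of OVA group A.

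The paper shows no array comparison with pDCs: OVA group A against pDCs without OVA gave 39 miRNAs (25 higher, 14 lower), and OVA group B against pDCs without OVA gave 8 (7 higher, 1 lower). Without any 1 array of cDCs or pDCs without OVA the counts were 3 or 4 and 1. Without array 1 or 2 of OVA group A the 39 became 3 or 4, and without array 1 or 2 of OVA group B it became 68 or 70 and the 8 became 43 or 30.

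A single array stood apart from the other 3 with the same OVA status for 8 named miRNAs and for the median signal by Dixon's ratio (the gap to the nearest array over the range). Over all groups examined, 9 of 104 passed the limit of the test, where chance gives 5.2. miR-132-3p on array 1 of OVA group B was at 3.39, below the 6.01 to 6.18 of the other arrays with OVA (ratio 0.938), and miR-150-5p on the same array was at 9.01 (0.849). The other ratios were 0.916 for miR-721 and 0.883 for miR-340-3p on array 2 of OVA group B, 0.843 for miR-139-5p and 0.842 for miR-30b on array 1 of OVA group A, 0.936 for miR-200a on array 2 of pDCs without OVA, and 0.915 for miR-467a on array 1 of cDCs without OVA. The median signal of the tested miRNAs on array 2 of OVA group B was 36.4, against 14.0 to 17.6 on the other arrays with OVA (0.836).

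Of the 10 probes for miRNAs of murine gammaherpesvirus, which the paper does not discuss, mghv-miR-M1-2 was detected on 8 arrays, with signals from 10.65 to 24.44, and mghv-miR-M1-6 on 4 arrays.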

How the results depend on the processing

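Normexp on median spot signals, the deposited values with a difference of at least 1 log2 and the means and members of lists are the tests chosen after the data were seen.

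No paired analysis was possible because the labels give no replicate numbers that link the groups. The arrays limit what can be seen: 357 of 566 mouse miRNAs had no signal above their error on any array. A miRNA detected in a single group of those compared gives a bound at most. With 2 arrays a group, the counts rest on single arrays, and where 1 array of a group is left that array is assumed to vary like the other groups. In OVA against no OVA, miR-155-5p was called in the same direction under all 21 alternatives run for it, with log2 differences from 2.18 to 3.36 and adjusted p from 0.000111 to 0.0385; miR-467a was called under 20 of 21, miR-34a-5p under 19 of 21 and miR-132-3p under 16 of 21 (0.76 to 3.89, adjusted p 0.000395 to 0.068). The percentile filter removed no miRNA, so leaving it out changes nothing. The median log2 difference of all miRNAs tested with OVA against no OVA was -0.003 and moved to -0.33 with the 75th percentile of miRNAs detected on all arrays, -0.18 with quantile normalization, -0.18 with VSN on all detected miRNAs, -0.63 with no normalization, -0.18 with processed spot signals, 0.14 with normexp and 0.61 with no filter, and each change is to be read relative to that shift. Except for the filters and the arrays left out, which test other miRNAs or fewer arrays, the cause was not tested.

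Counts of called miRNAs that moved by over 1.5 times were as follows. For OVA against no OVA, 60 became 37 with no normalization, 17 with normexp, 446 with no filter (566 tested, most of them undetected), 35 with a difference of at least 1 log2 and 25 with the deposited values and at least 1 log2. For OVA group A against cDCs without OVA, 48 (27 higher, 21 lower) became 29 (24 and 5) with the 75th percentile of all mouse miRNAs, 8 (2 and 6) with normexp and 442 with no filter; the balance was 20 and 41 with the 75th percentile of miRNAs detected on all arrays, 18 and 29 with quantile normalization, 23 and 34 with VSN on all detected miRNAs, 2 and 40 with no normalization, 14 and 29 with processed spot signals and 13 and 43 with the deposited values. For OVA group B against cDCs without OVA, 1 became 13 (4 higher, 9 lower) with the 75th percentile of miRNAs detected on all arrays, 2 with that of all mouse miRNAs, 2 (1 and 1) with quantile normalization, VSN on all detected miRNAs and the deposited values with or without the 1 log2 limit, 0 with no normalization, normexp and a fit of only the groups compared, 16 (2 and 14) with processed spot signals, 410 with no filter, 14 with detection on all 8 arrays and 4 with limma-trend. For OVA group A against pDCs without OVA, 39 (25 higher, 14 lower) became 62 (23 and 39) with VSN on all detected miRNAs, 1 with no normalization, 5 (2 and 3) with normexp and 61 (22 and 39) with the deposited values, and the balance was 21 and 34 with the 75th percentile of miRNAs detected on all arrays, 19 and 29 with quantile normalization and 17 and 38 with processed spot signals. For OVA group B against pDCs without OVA, 8 (7 higher, 1 lower) became 20 (12 and 8) and 21 (10 and 11) with the 75th percentile of miRNAs detected on all arrays and of all mouse miRNAs, 23 (9 and 14) with quantile normalization, 28 (9 and 19) with VSN on all detected miRNAs, 20 (8 and 12) with processed spot signals, 1 with normexp, 16 (8 and 8) with the deposited values and 1 with a fit of only the groups compared. For OVA group A against OVA group B, 1 became 0 with processed spot signals, normexp, the deposited values with or without the 1 log2 limit, detection on all 8 arrays and a fit of only the groups compared, 2 with no filter and 6 with limma-trend. For cDCs against pDCs without OVA, 9 (7 higher, 2 lower) became 14 (14 and 0) with no normalization, 0 with normexp and with detection on all 8 arrays, 4 (4 and 0) with the deposited values with or without the 1 log2 limit, 229 with no filter and 25 with a fit of only the groups compared. For the interaction by title, 13 (6 higher, 7 lower) became 7 (1 and 6) with the 75th percentile of miRNAs detected on all arrays, 4 (0 and 4) with processed spot signals, 0 with normexp, 4 (1 and 3) with the deposited values with or without the 1 log2 limit, and 3 with detection on all 8 arrays. For the interaction by the other labels, 1 became 0 with no normalization, processed spot signals, normexp, the deposited values with or without the 1 log2 limit, detection on all 8 arrays and limma-trend.

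With 1 array left out at a time, the count ranged from 6 to 79 for OVA against no OVA, from 2 to 73 for OVA group A and from 0 to 35 for OVA group B against cDCs without OVA, from 3 to 70 and from 1 to 43 against pDCs without OVA, from 0 to 36 between OVA groups A and B, from 0 to 15 between cDCs and pDCs without OVA, and from 0 to 34 and from 0 to 27 for the interaction by title and by the other labels. The lowest counts came, among others, without an array of cDCs or pDCs without OVA, and the highest without array 1 or 2 of OVA group B. The sign turned with 1 array left out for miR-1224 (-1.29 to 0.32 in OVA group A and -0.29 to 1.74 in OVA group B against cDCs without OVA), miR-188-5p (-0.37 to 0.88), miR-494 (-0.81 to 0.12) and miR-680 (-0.16 to 1.49) in OVA group B, miR-466f-3p (-0.26 to 0.26) and miR-466g (-0.056 to 0.48) with OVA against no OVA, and the mean of the miR-29 family (-0.21 to 0.24).

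Signs also turned with the processing. With normexp, the differences with OVA against no OVA became 0.10 for miR-200a, 0.13 for miR-200b, 0.12 for miR-340-3p, 0.15 for miR-466f-3p, 0.15 for miR-542-5p, -0.050 for miR-720, 0.16 for miR-721 and 0.11 for miR-872. With normexp against cDCs without OVA, OVA group A had 0.086 for miR-139-5p, 0.037 for miR-192, 0.42 for miR-200a, 0.51 for miR-200b, 0.24 for miR-30a, 0.45 for miR-340-3p, 0.070 for miR-378*, 0.19 for miR-467a, 0.32 for miR-467a-1*, 0.28 for miR-483, 0.51 for miR-542-5p, 0.40 for miR-680, 0.25 for miR-721 and 0.46 for miR-872, and OVA group B had -0.17 for miR-188-5p, 0.15 for miR-200a, 0.19 for miR-200b, -0.13 for miR-20a, 0.026 for miR-30a, 0.16 for miR-340-3p, 0.073 for miR-467a-1*, 0.23 for miR-542-5p, -0.011 for miR-720, 0.087 for miR-721 and 0.15 for miR-872. With no normalization, miR-466g was at -0.13 and miR-720 at -0.32 with OVA against no OVA, and OVA group B had -0.15 for miR-1224, -0.12 for miR-17*, -0.62 for miR-188-5p, -0.43 for miR-20a, -0.34 for miR-483, -0.20 for miR-680 and -0.45 for miR-720 against cDCs without OVA. With the 75th percentile of miRNAs detected on all arrays, miR-720 was at -0.016 with OVA against no OVA, and OVA group B had -0.25 for miR-188-5p, -0.065 for miR-20a and -0.080 for miR-720; with that of all mouse miRNAs, miR-466f-3p was at 0.047 with OVA against no OVA and miR-188-5p at -0.012 in OVA group B. With quantile normalization, miR-466g was at -0.56 with OVA against no OVA, and in OVA group A miR-466f-3p and miR-466g were at -0.00283 and -0.00106; with VSN on all detected miRNAs, miR-466g was at -0.19 with OVA against no OVA. With processed spot signals, miR-466g was at -0.69 and miR-721 at 0.14 with OVA against no OVA, OVA group A had -0.10 for miR-466f-3p and -0.064 for miR-466g, and OVA group B had -0.46 for miR-106a, -0.12 for miR-17, -0.22 for miR-188-5p and -0.048 for miR-20a; with the deposited values miR-188-5p was at -0.036 in OVA group B. The mean of the miR-29 family turned to -0.77 with no normalization, -0.44 with normexp, -0.22 and -0.47 with the 75th percentile of all mouse miRNAs and of miRNAs detected on all arrays, -0.10 with quantile normalization, -0.14 with VSN on all detected miRNAs, -0.44 with processed spot signals and -0.32 with the deposited values; that of the miR-23, miR-27 and miR-24 clusters to -0.11 with no normalization; that of the epithelial markers to 0.15 with normexp and 0.039 with no filter; and that of the miR-106b to miR-25 cluster to 0.090 with no filter. No other of the 49 miRNAs of Table 2, Fig. 1A, the RT-qPCR and the largest calls changed its sign in OVA against no OVA or in either OVA group against cDCs without OVA, and no other list mean did in OVA against no OVA. The 62 other list members were followed for OVA against no OVA only. Of the members called there, miR-20b and miR-24 turned to -0.14 each with no normalization, and no other did. Of the members described and not called, miR-92a turned under 7 of 20 alternatives, miR-290-3p under 5, miR-206 under 4, miR-451 under 2 and miR-221 under 1.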

Differences from the paper's values

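Of the alternatives below, normexp on median spot signals and the deposited values with a difference of at least 1 log2 were chosen after the values were seen; the others were set before the data were examined.

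The paper gives 34 miRNAs differentially expressed between T cells with cDC-OVA and with cDCs alone, 12 of them upregulated, and states no threshold for the arrays; the counts here are at an adjusted p under 0.05. For OVA group A, 27 miRNAs were upregulated here against the paper's 12; the count was within 1.5 times the paper's with quantile normalization (18), processed spot signals (14), the deposited value table (13) and without array 1 of OVA group A (8), and not with the other alternatives set beforehand. The total of 48 was within 1.5 times the paper's 34. For 16 of the 48, at least 1 of the groups compared had no detected signal. The 27 include miR-466f-3p and miR-466g, which neither group showed, so these 2 calls compare signals at the floor. With the deposited values and a difference of at least 1 log2 besides the threshold, an alternative chosen after seeing the values, 34 miRNAs were called in OVA group A (12 higher and 22 lower), all of them and no others drawn in Fig. 1A, and it drops 1 of the 12 miRNAs of the paper's Table 2, miR-146a-5p. With the deposited values and the threshold alone, 56 were called, and all 34 of Fig. 1A were among them, including the 8 not called here: miR-467e, miR-150-5p, miR-467b-5p, miR-139-5p, miR-181c, miR-342-3p, miR-15b and miR-16. These 8 were also called with the 75th percentile of miRNAs detected on all arrays, with no filter and with detection on all 8 arrays. All but miR-139-5p were called with VSN on all detected miRNAs, limma-trend and without array 2 of OVA group B, and all but miR-467e with processed spot signals. No normalization called all but miR-15b and miR-16, and leaving out array 1 of OVA group B all but miR-139-5p and miR-181c. Quantile normalization called miR-467e, miR-467b-5p, miR-181c and miR-16, a fit of only the groups compared miR-150-5p and miR-467b-5p, and leaving out array 2 of OVA group A miR-139-5p. Normexp, chosen after seeing the values, called miR-150-5p, miR-342-3p, miR-15b and miR-16 and dropped 26 of the 34 miRNAs of Fig. 1A.

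In the deposited values the paper's Table 2 matched OVA group A (largest departure 0.000456) and not OVA group B (1.83). What follows for OVA group B therefore sets other arrays against the paper's values. For OVA group B, 1 miRNA was called here against the paper's 34, and 1 was upregulated against the paper's 12. The total was within 1.5 times the paper's without array 1 (35) or array 2 (27) of OVA group B, and the upregulated count with detection on all 8 arrays (9) and without array 2 of OVA group B (13); with the other alternatives neither was. Of the 33 miRNAs of Fig. 1A not called here in OVA group B, 16 were called without array 1 of the group (miR-150-5p, miR-467a, miR-26a-5p, miR-467b-5p, miR-26b, miR-466a-3p, miR-467a-1*, miR-20a-5p, miR-17-3p, miR-21a-5p, miR-193a-3p, miR-17-5p, miR-31-5p, miR-34a-5p, miR-18a-5p and miR-132-3p). Without array 2, 7 were called (miR-721, miR-151-5p, miR-467a, miR-350, miR-192, miR-17-5p and miR-132-3p). With no filter 16 were called (miR-322, miR-151-5p, miR-467a, miR-350, miR-26b, miR-181c, miR-30b, miR-192, miR-466a-3p, miR-30a, miR-21a-5p, miR-193a-3p, miR-17-5p, miR-31-5p, miR-34a-5p and miR-132-3p). Processed spot signals called 8 (miR-151-5p, miR-467a, miR-350, miR-139-5p, miR-30b, miR-192, miR-466a-3p and miR-30a), the 75th percentile of miRNAs detected on all arrays 7 (miR-151-5p, miR-467a, miR-350, miR-30b, miR-192, miR-193a-3p and miR-17-5p) and detection on all 8 arrays 6 (miR-151-5p, miR-467a, miR-350, miR-30b, miR-21a-5p and miR-34a-5p). Quantile normalization, VSN on all detected miRNAs and the deposited values each called miR-467a, and the 75th percentile of all mouse miRNAs called miR-17-5p.

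The log2 differences of the paper's Table 2, given there with adjusted p, all differed from those of OVA group A by more than the SD between replicate arrays. That SD is not the standard error of the difference, and for miR-18a-5p the gap was within its standard error. The values were miR-155-5p 3.746 in the paper and 4.21 here, miR-132-3p 2.865 and 4.23, miR-18a-5p 2.752 and 3.38, miR-34a-5p 2.041 and 2.63, miR-31-5p 2.012 and 4.18, miR-17-5p 1.928 and 4.08, miR-106a-5p 1.867 and 3.62, miR-193a-3p 1.661 and 3.73, miR-21a-5p 1.33 and 1.77, miR-17-3p 1.307 and 1.81, miR-20a-5p 1.19 and 1.63, and miR-146a-5p 0.936 and 1.38, the paper's value first each time. miR-31-5p, miR-17-5p and miR-193a-3p were not detected with cDCs without OVA, so their values here are fits to signals at the floor, and as bounds they were at least 15.7-fold, at least 14.9-fold and at least 11.5-fold higher. miR-106a-5p was detected on 1 of the 2 arrays of cDCs without OVA, so its value here rests in part on a signal at the floor. With the deposited value table all 12 fell within the paper's. Its values come from the same signals by an arsinh transformation with other offsets and scales per array. The 12 gaps therefore come from the normalization and are not 12 separate disagreements. The 75th percentile of miRNAs detected on all arrays brought 5 within (miR-155-5p, miR-34a-5p, miR-21a-5p, miR-17-3p and miR-146a-5p), processed spot signals 5 (miR-155-5p, miR-34a-5p, miR-106a-5p, miR-21a-5p and miR-146a-5p), no normalization 2 (miR-132-3p and miR-106a-5p), leaving out array 2 of OVA group A 2 (miR-21a-5p and miR-146a-5p) and quantile normalization 1 (miR-146a-5p); the other alternatives set beforehand brought none. Normexp, chosen after seeing the values, brought miR-21a-5p and miR-146a-5p within and left 2 of the 12 called. The paper's Table 2 was computed from the arrays of OVA group A, so for OVA group B the values of other arrays are set against it. For OVA group B, 6 of the 12 log2 differences differed from the paper's (miR-155-5p 2.81, miR-18a-5p 1.32, miR-34a-5p 1.36, miR-17-3p 0.75, miR-20a-5p 0.46 and miR-146a-5p 1.65 here). Leaving out array 1 of OVA group B brought miR-18a-5p, miR-34a-5p and miR-17-3p within, and normexp, chosen after seeing the values, miR-146a-5p, with 0 of the 12 called.

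The adjusted p of 6 of these miRNAs differed by over 1.5 times in OVA group A: miR-155-5p 0.003 in the paper and 0.000939 here, miR-17-5p 0.008 and 0.000939, miR-31-5p 0.042 and 0.0234, miR-21a-5p 0.042 and 0.0234, miR-17-3p 0.039 and 0.0234, and miR-146a-5p 0.048 and 0.0269. With the deposited value table all 12 fell within. Of the 6, the 75th percentile of miRNAs detected on all arrays brought miR-155-5p, miR-21a-5p, miR-17-3p and miR-146a-5p within, that of all mouse miRNAs miR-21a-5p, miR-17-3p and miR-146a-5p, and VSN on all detected miRNAs these 3 and miR-31-5p. Quantile normalization brought miR-155-5p, miR-31-5p and miR-146a-5p within, processed spot signals miR-155-5p and miR-146a-5p, no normalization miR-31-5p, and a fit of only the groups compared miR-17-5p, miR-21a-5p and miR-146a-5p. Leaving out array 1 of pDCs without OVA or array 1 of OVA group A brought miR-31-5p, miR-21a-5p and miR-146a-5p within, array 2 of pDCs without OVA these 3 and miR-17-5p, and array 2 of OVA group A miR-17-5p.

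For OVA group B, whose arrays are not those of the paper's Table 2, the adjusted p of 11 of the 12 differed from the paper's by over 1.5 times, all but miR-146a-5p. Of these 11, leaving out array 1 of OVA group B brought miR-155-5p, miR-17-5p and miR-193a-3p within and array 2 miR-132-3p and miR-17-5p. Detection on all 8 arrays brought miR-155-5p and miR-21a-5p within, limma-trend miR-155-5p, the 75th percentile of miRNAs detected on all arrays miR-193a-3p and miR-31-5p, and no filter miR-193a-3p and miR-34a-5p. No alternative did so for miR-106a-5p, miR-17-3p, miR-18a-5p and miR-20a-5p.

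The paper lists the 12 upregulated miRNAs of Table 2 with miR-146a-5p, and Fig. 1A draws 12 with miR-720 in its place; both were called in OVA group A. The paper ranks miR-155-5p first by log2 difference, and here miR-132-3p (4.23) lies above it in OVA group A by less than the standard error of either. The paper gives the array type as one of 4 arrays a slide, and the files show 8 arrays on 1 slide.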

Other observations

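The comparison of the paper's Table 2 with the arrays was chosen after the values were seen.

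Cell type markers other than those of myeloid cells and DCs were few on the arrays. Of the 4 epithelial markers tested, miR-200b (detected on 1 of the 4 arrays with OVA, adjusted p = 0.0139 from limma) and miR-200a (at least 1.73-fold lower, adjusted p = 0.0194) fell with OVA, 2 also when adjusted over the list alone, and camera did not call the list (adjusted p = 0.136); with normexp on median spot signals, chosen after the data were seen, their differences turned to 0.13 and 0.10. The miRNAs that mark other cells were not called for OVA against no OVA. miR-451 of erythroid cells had a log2 difference of 0.39, and miR-128 of brain and miR-290-3p of the germline had differences of -0.65 and -0.21. miR-206 of muscle was detected on 2 arrays without OVA and 1 with it. miR-10a of endothelial and stromal cells was detected on 2 arrays with OVA and on none without. Its fold of 3.79 takes in arrays with OVA that did not detect it and is not a bound (adjusted p = 0.069 from limma, called when adjusted over the list alone). Against cDCs without OVA, miR-206 was called in OVA group A (at least 2.18-fold lower, adjusted p = 0.0234 from limma). In OVA group B, miR-206 (detected on 1 array, adjusted p = 0.116 from limma), miR-451 (1.37, adjusted p = 0.0662) and miR-10a (a fold of 5.58, not taken as a bound, adjusted p = 0.184) were called only when adjusted over their lists alone. These lists hold 1 tested miRNA each. Of the 4 myeloid and DC markers, 2 were also called when adjusted over the list alone; in OVA group B camera called them higher than in cDCs without OVA (adjusted p = 0.0374, adjusted p = 0.513 with an estimated correlation), with 0 of the 4 called singly by limma.

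In the clusters not yet described, miR-132-3p was the 1 tested miRNA of the miR-132 and miR-212 cluster, miR-221 of the miR-221 and miR-222 cluster had a difference of 0.52 and was not called, and 0 of 3 tested miRNAs of the Dlk1-Dio3 cluster were called by limma (miR-494 1.49, detected on 3 of the 4 arrays without OVA, adjusted p = 0.0504, called when adjusted over the list alone; camera adjusted p = 0.387). In the mouse genome annotation, the genes of the miR-17 to miR-92a cluster, of the miR-106a to miR-363 cluster and of the miR-132 and miR-212 cluster follow each other with no other miRNA gene between, and 71 genes named Mir297, Mir466, Mir467 or Mir669 lie within Sfmbt2 and 10 elsewhere. miR-714, which the paper does not discuss, was called higher with OVA (adjusted p = 0.00104 from limma), from 3.97 and 3.47 with cDCs and no detection with pDCs to between 4.70 and 5.55 with OVA.

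With pDCs without OVA as the reference, miR-155-5p was higher in OVA group A (log2 difference 3.53, adjusted p = 0.00168 from limma) and in OVA group B (2.12, standard error 0.29, adjusted p = 0.026), and so was miR-714 (at least 17.5-fold and at least 12.5-fold). In OVA group A, miR-132-3p (3.98, adjusted p = 0.0264), miR-18a-5p (3.33, adjusted p = 0.0262) and miR-17-5p (at least 9.62-fold, adjusted p = 0.00153) were also higher, and miR-26a-5p (-1.14, adjusted p = 0.0264) was lower; miR-150-5p (-1.09, adjusted p = 0.0731) and miR-467b-5p (-0.98, adjusted p = 0.0855) were not called. In OVA group B, miR-132-3p (2.57, adjusted p = 0.114 from limma), miR-18a-5p (1.27), miR-17-5p (a fold of 1.80, adjusted p = 0.0763), miR-26a-5p (-0.62, adjusted p = 0.153), miR-150-5p (-0.69, adjusted p = 0.25) and miR-467b-5p (-0.56, adjusted p = 0.323) were not called. The fold of miR-17-5p takes in an array of OVA group B that did not detect it and is not a bound. Among those called higher in OVA group B were miR-1224 (4.72), miR-483 (at least 13.5-fold) and miR-188-5p (4.29).

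The responses to OVA with each DC subset, taken from arrays that share none, had a correlation across miRNAs of 0.246 (Spearman 0.438, 146 of 196 with the same sign) with the subsets by title and of 0.556 (Spearman 0.606, 155 of 196) with the subsets by the other labels; miRNAs are not independent replicates. The first principal component held 38.0% of the variance of the tested miRNAs and the second 28.2%; on the first, the arrays without OVA lay between -8.47 and -5.11, array 1 of OVA group B at 1.93 and the other arrays with OVA between 7.19 and 9.44.

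Which arrays the paper's Table 2 was computed from was tested on the deposited values. The log2 difference of OVA group A from cDCs without OVA departed from the 12 printed values by at most 0.000456, and that of OVA group B by up to 1.83. The paper's cDC-OVA values are therefore those of OVA group A, which the titles call cDCs and the other labels pDCs. This shows which arrays entered the calculation, not which DCs the T cells had met. In the paper's RT-qPCR, miR-17-5p, miR-18a-5p and miR-132-3p rose less with pDC-OVA than with cDC-OVA. On the arrays, OVA group A minus OVA group B was 2.06 for miR-18a-5p (adjusted p = 0.251) and 1.41 for miR-132-3p (adjusted p = 0.585), and miR-17-5p was the 1 called by limma, with 1 of the 2 arrays of OVA group B at the floor. That goes with the titles, but array 1 of OVA group B had the lowest total signal and the RT-qPCR has no deposited values. The layout of the slide goes with the other labels, if both rows were filled in the same order. There, pDCs without OVA and OVA group A took columns 1 and 2, and cDCs without OVA and OVA group B columns 3 and 4. The DC subsets therefore stay open. The labels of both groups were left as they are.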
